A study of Homo sapiens with 8 samples. Its data were reported in "Genome-Wide Characterization of TAZ Binding Sites in Mammary Epithelial Cells" (2023).

How the data were processed

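TAZ binding was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in MCF10A cells, a non-transformed human mammary epithelial line, that carry a doxycycline (Dox)-inducible TAZ-4SA, an activated form of the transcriptional co-activator TAZ. The cells received no Dox, or Dox at 0.05 µg/ml over 24, 48 and 72 h. Each of the 4 conditions had 1 library made with an antibody to TAZ and 1 made with IgG, 8 libraries in all. The processed data consisted of 4 peak lists, 1 per condition, and the labels name the same list for the TAZ and the IgG library of a condition. Libraries were grouped by their titles. No source used here says whether the IgG library served as the control of the peak caller.

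According to the methods of the study and the processing notes of the submitters, reads were trimmed for quality, mapped to hg38 with BWA, and peaks were called with MACS2 at a false discovery rate of 0.01 for each condition. The versions of BWA and MACS2 are not given in the sources used here. In each deposited list the authors give the fold enrichment of a peak over the local background as a ratio, which MACS2 computes with a pseudocount of 1 on both sides. The deposited lists also give −log10 of the p-value and −log10 of the q-value of each peak, computed by the authors with MACS2, and the offset of the summit from the start of the interval. The lowest −log10 q in the lists lay between 2.01 and 2.03, which is the stated false discovery rate. No 2 entries of a list shared an interval, and no column of another series was present in the lists.

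Total read numbers are not given in the lists, so the depth was read from the peaks. The number of ChIP fragments over each summit and the expected background there were solved from the fold enrichment and the Poisson p-value together, and the solution returned 100% of the deposited p-values within 0.003 on the −log10 scale. The lowest background of a list is its genome-wide background coverage, and it was 1.49 fragments without Dox, 1.42 at 24 h, 2.84 at 48 h and 2.01 at 72 h. The median summit pileup was 20 fragments (95% Poisson interval of such a count 12.2 to 30.9) without Dox, 24 (15.4 to 35.7) at 24 h, 36 (25.2 to 49.8) at 48 h and 32 (21.9 to 45.2) at 72 h.

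Coordinates are given 1-based on hg38. Summits on chromosomes 1 to 22, X and Y were annotated against GENCODE version 44. A promoter peak had its summit within 3 kb of the transcription start site (TSS) of any annotated transcript, and the remaining summits were assigned to exon, intron or intergenic sequence, in that order. Distal peaks are those in introns and intergenic sequence. The same annotation was given to 20000 random positions on these chromosomes. Peaks on other sequences of the reference stayed in the number of peaks and in the overlaps, and out of the annotation. Lists were compared by an overlap of at least 1 bp, in both directions, with 100 random placements of the peaks within their chromosomes as the chance level. Fold enrichment was compared at peaks found in both lists as the median ratio over matched peaks.

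The consensus sequences of 15 transcription factor motifs were searched on both strands in windows of 201 bp around summits and in windows of the same width 1000 bp to each side. The consensus for TEAD was RCATTCC and that for AP-1 was TGASTCA. The others were RUNX, STAT, YY1, ETS, CTCF, SP/KLF, NFY, the p53/p63 half-site, CREB, GATA, E-box, SNAI/ZEB and GRE motifs. The ratio of the share at summits to the share in the outer windows has a bootstrap interval from 1000 draws over peaks. The 15 gene lists were a YAP/TAZ target signature, other reported YAP/TAZ targets, the TEAD family, the AP-1 family, the Hippo pathway, EMT and mesenchymal genes, epithelial junction genes, basal and luminal mammary markers, cell cycle, amino acid synthesis, complement, NF-kB and TNF, EGFR ligands, and markers of liver, neuron, blood and muscle. The cell cycle, amino acid synthesis, complement and NF-kB and TNF lists were made because the study named these categories in its RNA-seq of the same cells, with members taken from general knowledge. For each list the genes with a peak within 3 kb of a TSS were counted. As a description of these lists, the count was placed among 10000 random lists of protein-coding genes of the same size. The random lists were matched on 10 classes of gene length and not on expression, so they do not separate a list from active genes in general.

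Most genes named in the text follow a fixed rule. The exceptions are genes said to be chosen after the values were seen, neighbours of a named peak, and some genes whose promoters match alternate sequences. Every gene of the YAP/TAZ target signature and of the TEAD and AP-1 families may be named. For each Dox time the rule takes the 20 protein-coding genes with the highest fold enrichment among peaks that overlap no peak without Dox, each peak going to the gene with the nearest TSS. For the list without Dox it takes the 10 with the highest fold enrichment overall and the 10 highest among peaks that overlap no peak at 72 h. From each other list it takes up to 4 members, those with the highest fold enrichment within 3 kb of a TSS at 72 h. Some genes that the rule takes are not reported here. The groups, the comparisons, the motifs, the gene lists and this rule were fixed before the data were examined.

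Shares of peaks are given with exact (Clopper-Pearson) 95% binomial intervals. All intervals cover counting error only, since each condition had 1 library, and no p-value was computed across peaks or genes because peaks of 1 list are not replicates. The alternatives tried were a −log10 q of at least 5, chromosomes 1 to 22 and X only, the TSS of protein-coding genes only, a promoter of 1 kb, the edge of the peak in place of its summit, an overlap of at least 50% of both intervals, summits within 200 bp of each other, motif windows of 50 bp to each side, shuffled windows as background, a shorter TEAD consensus, the strongest peaks of each list in equal number, genes within 100 kb of a peak, and a ratio of solved pileups over background coverage. Thinning the pileups of all lists to the lowest background coverage, together with 1 threshold of −log10 p 5.27 for all lists, was added after seeing the data. The search for motifs, the overlaps and the solution of pileups were tested on simulated data. Motifs planted in simulated windows were found in 33.1% of 2000 windows, against 33.3% expected from planting and chance together, and pileups were recovered exactly in 100% of 2000 simulated peaks. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. The IgG libraries could enter only through the peak calls, and the RNA-seq and ATAC-seq of the study were not analysed here.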

Results

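TAZ binding after induction of an activated TAZ was described from 4 lists of ChIP-seq peaks in MCF10A cells, a non-transformed human mammary epithelial line. ChIP-seq sequences the DNA that is recovered with a protein by an antibody, and a peak is a stretch of the genome where that DNA piles up above the background. The cells carry TAZ-4SA, a form of the co-activator TAZ that the Hippo kinases restrain less, under the control of doxycycline (Dox). TAZ has no DNA-binding domain of its own and reaches DNA through partners, above all the TEAD factors. Peaks were given for cells without Dox and after 24, 48 and 72 h with 0.05 µg/ml Dox. Each list comes from 1 TAZ library without replicates, so every difference between times is a difference between single libraries. Fold enrichment, given below for single peaks, is the authors' own value of the ChIP signal at a peak over its local background.

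The first question was how the number of TAZ peaks changed with time on Dox. The list at 24 h was about as long as that without Dox, and later lists were much longer, with 2431 peaks without Dox, 2469 at 24 h, 11767 at 48 h and 38667 at 72 h. The list at 72 h was thus 15.9 times as long as that without Dox and covered 37.3 Mb of the genome, against 1.53 Mb. EXT1, which encodes an enzyme of heparan sulfate synthesis, went from 0 peaks without Dox to 4, 13 and 30, counting peaks within 100 kb for which it was the nearest protein-coding gene. Around SMAD3, a mediator of TGF-beta signals, the counts were 1, 2, 7 and 23, and around the transcription factor RUNX1 they were 2, 3, 8 and 22. These 3 genes were chosen after their values were seen, among those with the most peaks at 72 h. The highest fold enrichment of a list rose from 47.0 without Dox to 51.9, 86.3 and 141, while the median stayed between 5.57 and 7.48. Background coverage was 2.01 times as high at 48 h as at 24 h. In a step added after seeing the data, all lists were thinned to the lowest coverage and held to 1 threshold, a −log10 p of 5.27. The lowest −log10 p of the list itself was 4.52 at 48 h and 3.94 at 72 h. Thinning and threshold thus changed together, and the effect of each alone was not tested. The list at 48 h was then still 4.16 times as long as that at 24 h. The list at 72 h was 3.48 times as long as that at 48 h.

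The next question was where in the genome the peaks lay. Without Dox TAZ peaks lay mostly at promoters, such as those of DPY19L4, EXOSC3 and NDUFS7, and at 24 and 48 h mostly in introns and between genes, as at SMYD3, NFKBIZ and ROBO2. Promoters, taken as 3 kb around any annotated TSS, held 71.4% of peaks without Dox (95% interval 69.6 to 73.2), 28.9% at 24 h (27.1 to 30.8), 26% at 48 h (25.2 to 26.8) and 43.7% at 72 h (43.2 to 44.2). Random positions fell into promoters in 17.6% of cases. Introns and intergenic sequence together held 27.6% of peaks without Dox, 68.9% at 24 h, 71.8% at 48 h and 54.5% at 72 h, against 80.1% of random positions. At a distance of 10 to 100 kb from a TSS lay 15.8%, 43.4%, 44.8% and 33.3% of the peaks. Promoter peaks without Dox lay in sequence with a median GC content of 66.2%, those at 24 and 48 h in sequence with 50.2% and 46.8%, and those at 72 h in sequence with 61.7%. With a promoter of 1 kb the share dropped to 16% at 24 h and 13.3% at 48 h, and with the TSS of protein-coding genes only to 19.1% and 16.9%, which left the order of the lists unchanged.

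**Figure D1:**
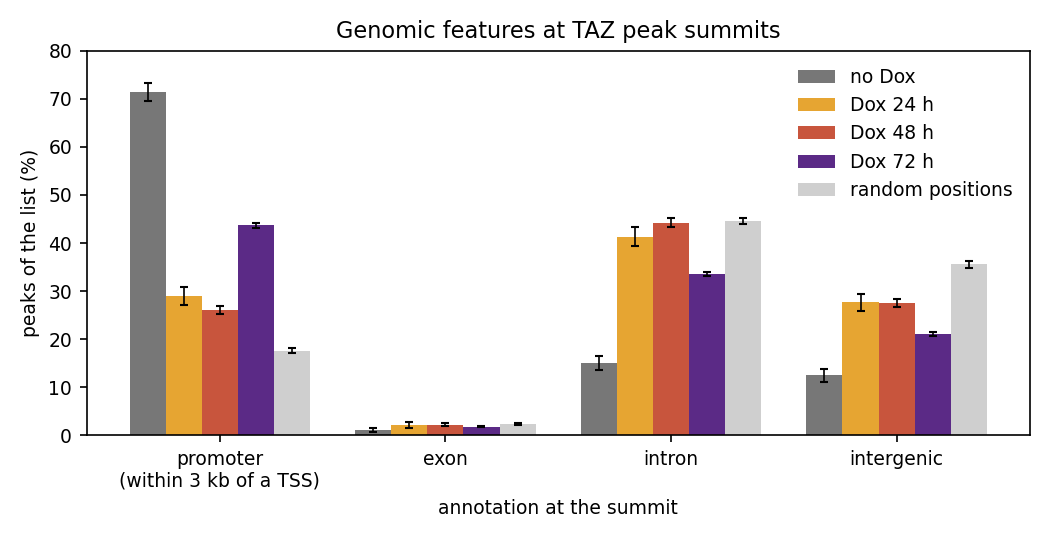
Share of peaks (%) in promoters, exons, introns and intergenic sequence for each list and for random positions, with bars for shares and error bars for exact 95% intervals. Promoters held 71.4% of peaks without Dox, 28.9% at 24 h, 26% at 48 h and 43.7% at 72 h.

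The lists were then compared for the sites they share. Peaks of the earlier Dox times were nearly all found again later. Of the peaks at 24 h, 92.3% overlapped a peak at 48 h and 96.7% a peak at 72 h, and 95.3% of the peaks at 48 h overlapped one at 72 h. Peaks without Dox behaved otherwise, since 20.1% (18.5 to 21.7) overlapped a peak at 24 h, 32% (30.2 to 33.9) a peak at 48 h and 89.3% (88.1 to 90.5) a peak at 72 h, where random placement gave 0.0934%, 0.543% and 2.28%. In the other direction 19.8% of the peaks at 24 h, 6.59% at 48 h and 5.56% at 72 h overlapped a peak without Dox. The gap at 24 and 48 h was widest at promoters. Promoter peaks without Dox were called again in 13.3%, 20.6% and 94.7% of cases, and distal ones in 36.3%, 59.7% and 76.3%. The promoter peaks of DPY19L4, EXOSC3, DMAP1 and UBE3B, among the strongest without Dox, were called at 72 h and at neither time between. Those of NDUFS7 and RTTN were called at every time. When the promoter peaks without Dox were divided into 10 groups by fold enrichment, the strongest group, with a median of 22.0, was called at 48 h in 9.83% of cases (5.83 to 15.3) and the weakest group in 21.4% (15.5 to 28.3), whereas at 24 h the shares were 18.5% and 3.47%. The share at 48 h did not fall steadily with strength. Counted from the weakest, groups 6, 7 and 8 had 29.5%, 23.8% and 25.4%, and group 9 had 16.2%. With an overlap of at least 50% of both intervals, 35.8% of the peaks without Dox had a partner at 72 h, where the median peak was 821 bp wide against 574 bp without Dox.

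**Figure D2:**
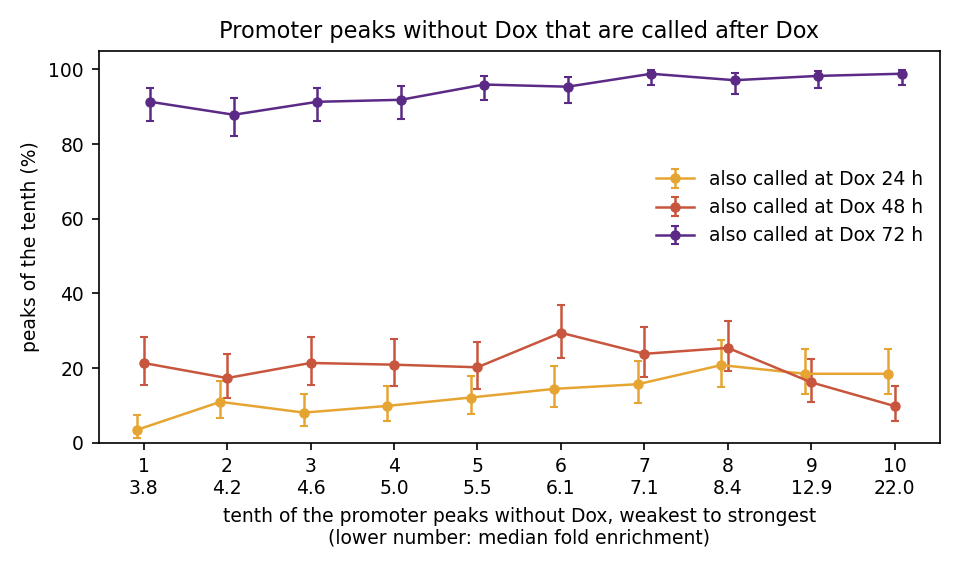
Share (%) of promoter peaks without Dox that overlap a peak at 24, 48 or 72 h, in 10 groups by fold enrichment from weakest to strongest, with lines and points for shares and error bars for exact 95% intervals. At 48 h the share was 21.4% in the weakest group, 29.5% in group 6 from the weakest and 9.83% in the strongest.

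Merging all peaks into regions gave 26252 regions that were called at 72 h alone, 66.5% of all regions. A further 8389 were called at 48 and 72 h, 1786 at all 3 Dox times but not without Dox, and 436 in every list. Called at 72 h and without Dox alone were 1289 regions, and 91.5% of the peaks in this class at 72 h lay in promoters. Only 251 regions belonged to the list without Dox alone, 41 to that of 24 h and 509 to that of 48 h. Peaks at 72 h that had been called earlier were stronger, with a median fold enrichment of 6.03 for those at 72 h alone, 11.6 for those also at 48 h, 21.3 for those also at 24 and 48 h, and 33.6 for those found in every list.

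At 24 h the strongest gained sites, that is peaks that overlap none without Dox, included C18orf63, SMYD3, SNAPC1 and NFKBIZ. The promoter of C18orf63 led with a fold enrichment of 51.9 (chromosome 18, 74316618 to 74317417, hg38), 1130 bp from the TSS. SMYD3, a lysine methyltransferase, had an intronic peak with 46.7 (chromosome 1, 246435325 to 246436134). A peak with 38.5 lay 6941 bp from SNAPC1, which encodes a subunit of the complex that activates small nuclear RNA genes, in an intron of HIF1A-AS3. An intron of NFKBIZ, a nuclear IkB protein, held a peak with 31.8 (chromosome 3, 101842453 to 101843088), and an intron of the axon guidance receptor ROBO2 one with 30.6. The nearest protein-coding gene was MCU, the mitochondrial calcium uniporter, for a peak with 28.5, FAM107A for one with 27.4, and the ubiquitin ligase gene MARCHF1 for one with 27.3. PIK3C2A, a class II PI3-kinase, followed with 26.1 at its promoter and WTIP, a LIM protein of the Ajuba family, with 25.2 at 96 bp from its TSS (chromosome 19, 34481448 to 34481828). Then came HEG1, a transmembrane protein of endothelial junctions, with 24.6 at 7240 bp and OTOS with 24.3 at 111564 bp. The zinc finger gene ZNF462 had 22.3 at 63784 bp, and CHCHD6, a mitochondrial cristae protein, had 22.1 in an intron. The peaks assigned to OGFRL1 (26.6) and to KLF5 (22.0), a transcription factor of basal epithelium, lay 252919 and 198905 bp from the TSS. The remaining 4 genes, SERTAD4 with 36.1, SLC25A17 with 34.4, SLC9A9 with 26.7 and ST3GAL1 with 23.2, were nearest to peaks in ST13 or in its pseudogenes, described below. Of these 20 peaks 16 held a TEAD consensus and 9 lay in promoters, several of them promoters of non-coding genes or pseudogenes, and all 20 were called again at 48 and 72 h.

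At 48 h the strongest gained sites had all been called at 24 h, and 9 of the 20 genes were among the strongest at both times. SERTAD4 with a fold enrichment of 86.3, C18orf63 with 79.2 and SNAPC1 with 63.2 were followed by OGFRL1 with 55.0 and SLC25A17 with 50.6. New among the 20 was SORCS3, a receptor of the sortilin family, with 47.4 at 427008 bp. Also new were the B cell scaffold gene BANK1 with 43.3 in an intron and the carboxylesterase gene CES3 with 42.7 in an exon. PLAC8 followed with 40.8 at 70839 bp. KCND3, a voltage-gated potassium channel, had 40.0 in an intron, and the nuclear import gene KPNA3 had 37.4 at 66012 bp. GJA1, the main connexin of many tissues, had 36.4 at 254781 bp. KLHL5 had 35.9 at its promoter, and SNRPE, a core spliceosome protein, had 35.5 at 25867 bp. PIK3C2A with 43.8, ROBO2 with 43.0, SMYD3 with 40.3 and ST3GAL1 with 37.7 came again from the list at 24 h. SYT15B with 47.9 at 61211 bp belongs to a duplicated gene family, where reads are hard to place. The peak with 39.1 nearest to NBPF6 lay 52907 bp away in a pseudogene of ST13. Of the 20 peaks 12 held a TEAD consensus.

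At 72 h the strongest gained sites included promoters of WTIP, TMEM120B, TMCC2, MALSU1 and SERTAD2. SERTAD4 led with a fold enrichment of 141 (chromosome 1, 210264043 to 210266896), then SLC25A17 with 118 (chromosome 22, 40826480 to 40827748), SNAPC1 with 106, KCND3 with 103 and WTIP with 102 at 88 bp from its TSS. IGFL1, a secreted protein related to insulin-like growth factors, was nearest to a peak with 93.4 at 18294 bp. VEGFA, the main angiogenic growth factor, was nearest to a peak with 85.0 at 73138 bp (chromosome 6, 43850703 to 43851941). TMEM120B with 87.3 and COL4A2, a collagen of basement membranes, with 80.9 in an exon were the only ones of the 20 not called at 24 h. TMCC2 had 78.1, an intronic peak of the sialyltransferase gene ST3GAL1 had 71.5, MALSU1, an assembly factor of the mitochondrial ribosome, had 71.0, and SERTAD2 had 69.3. SLC7A7, a transporter of cationic amino acids, had 68.7 and the sodium/proton exchanger gene SLC9A9 had 68.1. CHORDC1, a partner of the chaperone HSP90, had 67.9 at 242661 bp, and NPIPB3, a member of a duplicated family, had 68.9 at 73190 bp. C18orf63 with 70.4, SORCS3 with 70.3 and ROBO2 with 70.0 were kept from earlier times. A TEAD consensus lay in 16 of the 20 peaks and 11 of them lay in promoters, and 6 genes were among the strongest gained at all 3 Dox times, ST3GAL1 with another site at 72 h than before. Assignment to the nearest gene says nothing about which gene a distant peak acts on.

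Several of the strongest gained sites, nearest to SLC25A17, SERTAD4, SLC9A9, NBPF6 and, at 24 and 48 h, ST3GAL1, fell on 1 sequence and its copies, which was singled out after the values were seen. ST13 encodes a co-chaperone of HSP70, and its exon 11 of 12 (chromosome 22, 40827096 to 40827229, 134 bp) holds 3 TEAD consensus sequences within the stretch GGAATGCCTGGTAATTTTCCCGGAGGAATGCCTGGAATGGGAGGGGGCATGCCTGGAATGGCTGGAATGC. The peak assigned to SLC25A17 is this exon. Of 17 processed pseudogenes of ST13 with a copy of the exon, 0 had a peak without Dox, 5 at 24 h, 11 at 48 h and 11 at 72 h, each with its summit inside the copied exon. Among them were ST13P19 near SERTAD4, ST13P15 near SLC9A9, ST13P6 near ST3GAL1 and ST13P21 near NBPF6. In the copies with a peak at 48 h a median of 14.1% of the 50 bp words of the exon also occurred in another copy. Of 7205 pseudogenes taken for comparison 1.49% held a summit at 72 h. This set may hold pseudogenes of other kinds than processed ones and need not hold all of those.

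**Figure D3:**
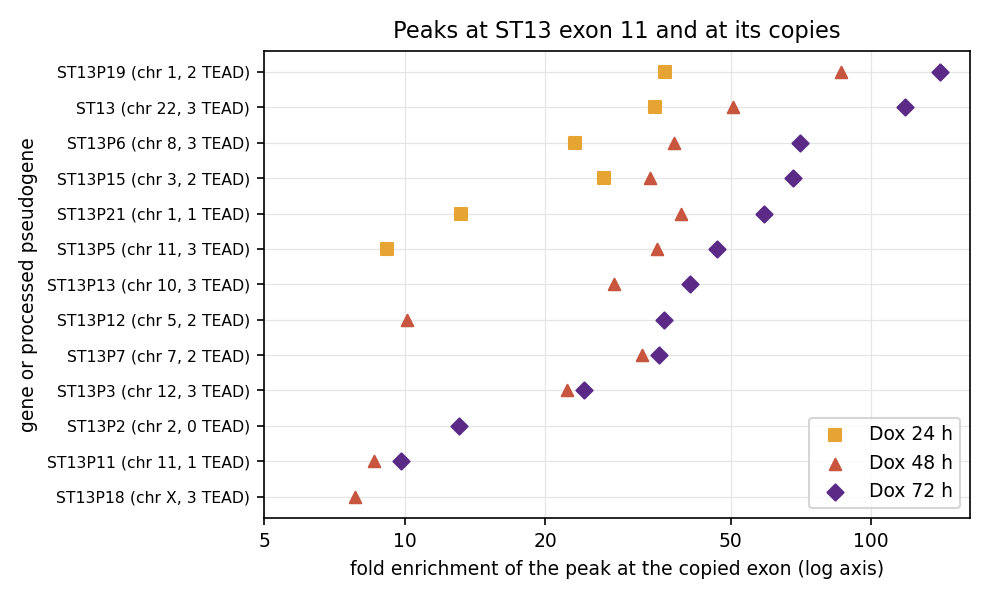
Fold enrichment (log axis) of the peak at exon 11 of ST13 and at each pseudogene copy with a peak, with 1 point per copy at 24, 48 and 72 h of Dox. No copy had a peak without Dox, and the copies ranged from 9.17 to 36.1 at 24 h and from 9.80 to 141 at 72 h.

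The strongest peaks without Dox lay close to a TSS. DPY19L4 had the highest fold enrichment, 47.0 (chromosome 8, 94719370 to 94720314), 28 bp from its TSS. EXOSC3, a subunit of the RNA exosome, had 41.5 and NDUFS7, a subunit of respiratory complex I, 40.5. The zinc finger gene ZBTB45 had 37.8, CCDC97 37.6, the ribosomal protein gene RPS7 36.6 and DMAP1, a subunit of chromatin-remodelling complexes, 36.1. RTTN, a centriole protein, had 35.9, the ubiquitin ligase gene UBE3B 35.1 and DUS1L, a dihydrouridine synthase, 34.9. All 10 lay in promoters, 0 of them held a TEAD consensus and 3 held the ETS consensus. DUS1L (chromosome 17, 82065680 to 82066379) was also the strongest peak without a partner at 72 h. It was followed by PLD4 with 18.5, the ciliary gene BBS1 with 15.8, MBTPS2, a Golgi protease, with 12.5 and the splicing factor gene SNRNP27 with 11.6. DNAJC24 had 9.89, RAP1GAP2 had 9.78 in an intron, ZKSCAN4 had 8.32, STK36, a kinase of ciliary function, had 8.14 and CACHD1 had 7.98. None of these 10 was called at any Dox time, and 9 were promoters.

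The targets of YAP and TAZ known from other work were asked for next. CCN2 and CCN1, matricellular proteins and widely used YAP/TAZ targets, carried peaks that were strongest at 72 h. For each gene and list the strongest peak within 3 kb of any of its TSS is given, and this need not be the same site in each list. CCN2 had no peak within 3 kb without Dox and then a fold enrichment of 16.8 at 24 h (chromosome 6, 131951311 to 131951758, summit 119 bp from the TSS), 19.9 at 48 h and 37.9 at 72 h. CCN1 had 5.22 without Dox, 16.4 at 48 h and 38.7 at 72 h near its TSS, while at 24 h its strongest peak, with 9.09, lay at another site 2960 bp away. The Hippo kinase gene LATS2 had 10.1, 17.0, 19.2 and 36.7, the receptor kinase gene AXL 7.11, 10.0, 12.8 and 65.1, and ARHGEF17 11.6, 14.0, 16.8 and 54.6. CCDC80, an extracellular matrix protein, had 5.64, 10.9, 25.5 and 42.3, and ASAP1, an Arf GTPase-activating protein, had 3.95, 5.74, 13.9 and 20.1. AMOTL2, an angiomotin that binds YAP, had 8.09, 14.2, 21.8 and 61.3, and the phosphatase gene PTPN14 had 12.9, 15.9, 15.4 and 63.2. ANKRD1, a muscle ankyrin repeat protein, had 5.22 without Dox, no peak at 24 h, then 19.2 and 31.0. CRIM1, whose main promoter lies wholly in sequence that the reference also holds as an alternate sequence, had 6.71 at 48 h and 24.6 at 72 h at another TSS, GADD45A 6.48 and 7.91, NT5E, the ectonucleotidase, 10.8 and 9.64, and RBMS3 4.08 and 6.37 at different sites. At 72 h alone there were promoter-proximal peaks at FJX1 (10.0), NUAK2 (7.58), MYOF (7.43), TGFB2 (6.68), DOCK5 (6.54), F3, the coagulation tissue factor, (6.32) and IGFBP3 (4.13). FOXF2 had none within 3 kb, and within 100 kb its strongest peaks had 5.52 at 24 h, 19.9 at 48 h and 17.3 at 72 h.

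Of the 22 signature genes 9 had a peak within 3 kb without Dox, 9 at 24 h, 14 at 48 h and 21 at 72 h. Random gene lists reached such counts in 0.01%, 0%, 0% and 0.02% of cases, with medians of 2, 0, 2 and 13. In lists of equal length made of the strongest peaks the count was 11 at 48 h and 10 at 72 h, so that it no longer rose between these times, and within 100 kb the counts were 15, 19, 22 and 22. Many of the strongest sites lay at a distance, as at NUAK2, a kinase gene with 7.21, 22.1, 29.9 and 116 within 100 kb, TGFB2 with 6.72, 11.7, 19.9 and 43.3, RBMS3 with 9.20, 15.7, 27.1 and 45.1, and the ferlin gene MYOF with 6.89, 19.1, 21.2 and 47.6. Of 15 other reported targets 5, 5, 9 and 15 had a peak within 3 kb, reached by 0.95%, 0%, 0% and 0.03% of random lists. Among these were ITGB2, an integrin of leukocytes, with 17.4, 21.6, 40.2 and 73.6, the LIM protein gene AJUBA with 12.1, 20.2, 31.5 and 68.4, and WWC1, the Hippo regulator KIBRA, with 8.23, 17.8 and 40.7 from 24 h on. The Hippo pathway list had 8, 8, 12 and 27 of 30 genes with a peak, reached by 0.64%, 0%, 0.05% and 0.2% of random lists, and its WWC2 had 6.30, 11, 10.6 and 71.5.

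**Figure D4:**
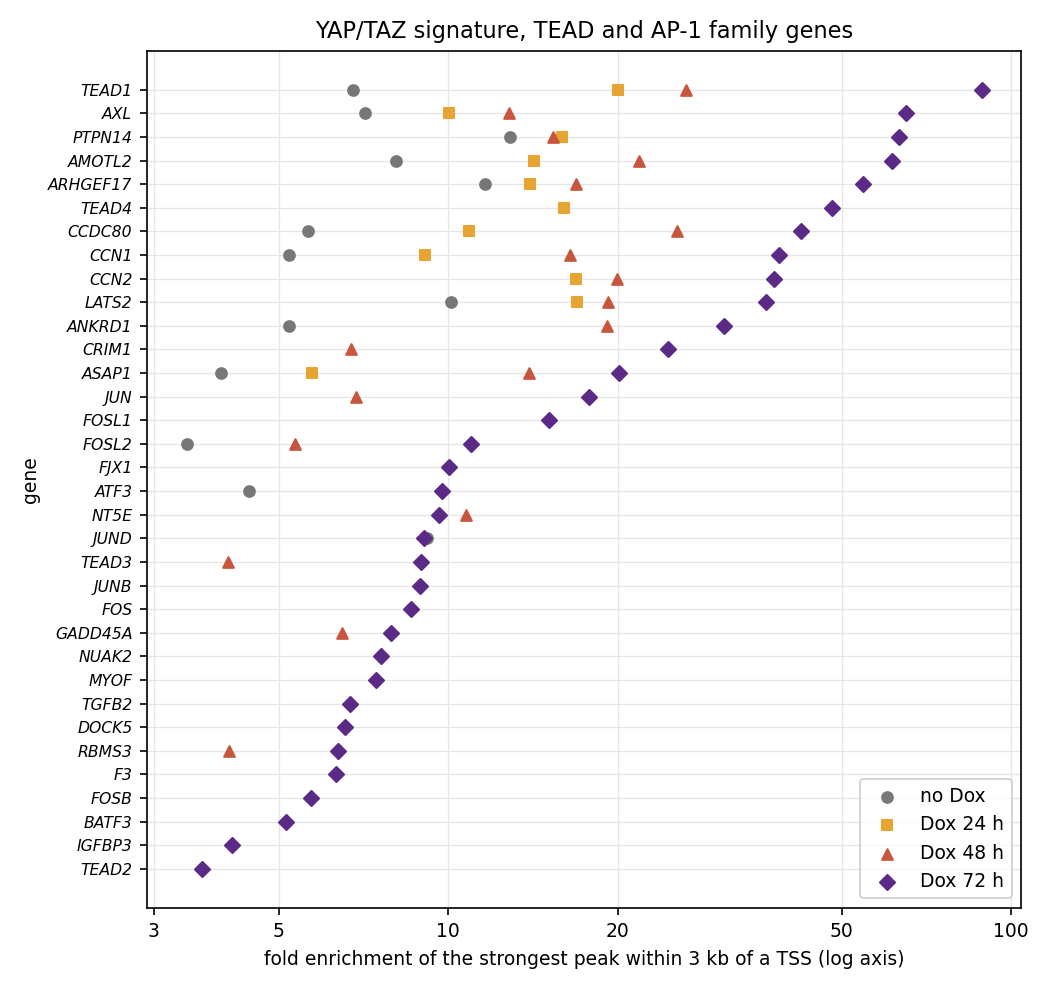
Fold enrichment (log axis) of the strongest peak within 3 kb of a TSS, with 1 point per gene and list. Genes of the YAP/TAZ signature and of the TEAD and AP-1 families with a peak at 72 h are shown. AXL rose from 7.11 without Dox to 65.1 at 72 h and CCN2 from 16.8 at 24 h to 37.9.

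The study had described TAZ at the genes of its own partners, which the TEAD and AP-1 families addressed here. TEAD1 had a peak in every list, with a fold enrichment of 6.76 without Dox (chromosome 11, 12674106 to 12674723), 20.1 at 24 h, 26.4 at 48 h and 88.6 at 72 h. TEAD4 had 16.1 at 24 h and 48.0 at 72 h with none at 48 h, and TEAD3 had 4.05 at 48 h and 8.94 at 72 h. TEAD2 had only a weak peak at 72 h, 3.66, and its summit lay 11 bp from the TSS of the neighbour DKKL1. In all, 1, 2, 2 and 4 of the 4 TEAD genes had a peak, which 36.4%, 0.5%, 6.35% and 17.6% of random lists reached. FOSL1, an AP-1 subunit common in basal-like breast cells, had 15.1 at 72 h only, and FOSL2 had 3.43 without Dox and, at another site, 5.34 at 48 h and 11 at 72 h. JUN had 6.86 at 48 h and 17.8 at 72 h, JUND 9.15 without Dox and 9.05 at 72 h, and the stress-induced ATF3 4.42 and 9.73 at the same 2 times. JUNB (8.92, nearer to the TSS of HOOK2), FOS (8.57), FOSB (5.70) and BATF3 (5.15) had peaks at 72 h only, and BATF and BATF2 had none. Of the 11 AP-1 genes 3, 0, 2 and 9 had a peak, reached by 5.39%, 100%, 13.7% and 2.05% of random lists.

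Peaks found both without Dox and later were compared for their strength. Most were stronger on Dox, 72.4% at 24 h, 80.3% at 48 h and 77.5% at 72 h, and distal ones gained more than promoters. The median ratio of fold enrichment over the list without Dox was 1.34 (95% interval 1.28 to 1.42) at 489 shared peaks at 24 h, 1.62 (1.54 to 1.72) at 780 at 48 h and 1.86 (1.74 to 1.97) at 2173 at 72 h. At distal peaks it was 1.49, 1.86 and 3.71, at promoters 1.2, 1.36 and 1.5. The promoters of LATS2, AXL, ARHGEF17 and TEAD1, given above, belong to these shared sites. The lists were called separately, each against its own background, and a peak counts here only if it passed in both.

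Sequence motifs at the summits were compared between lists, with promoters and distal sites apart. The TEAD consensus marked distal sites in all lists, and promoters mainly at 24 and 48 h. At distal summits it was found in 30.1% of peaks without Dox, 52.8% at 24 h, 41.9% at 48 h and 35.1% at 72 h, which was 5.03 (4.04 to 6.58), 7.88 (6.86 to 9.02), 7.34 (6.87 to 7.85) and 6.50 (6.22 to 6.79) times the share in windows 1000 bp away. At promoters it was found in 11.2%, 50.7%, 41.4% and 18.2%, with ratios of 2.27 (1.87 to 2.76), 8.98 (7.26 to 11.5), 7.98 (7.21 to 9.03) and 3.84 (3.62 to 4.07). The AP-1 consensus occurred in 13.9%, 18.1%, 20.7% and 20.9% of distal summits, with ratios of 3.8 (2.74 to 5.26), 4.78 (3.93 to 5.90), 6.15 (5.66 to 6.80) and 6.29 (5.95 to 6.68), and in 4.69%, 15.7%, 18.0% and 9.90% of promoter summits, with ratios of 1.54 (1.14 to 2), 6.17 (4.44 to 9.42), 5.89 (4.98 to 6.92) and 3.65 (3.38 to 3.92). Among the strongest peaks in equal number the TEAD ratio at promoters was 11.4 (8.96 to 15) at 48 h and 10.1 (8.19 to 12.9) at 72 h, the AP-1 ratio at distal summits was 4.17 (3.45 to 5.19) and 3.79 (3.06 to 4.70), all with intervals that overlap those at 24 h. Against shuffled windows the TEAD ratio at promoters was 4.20 (3.09 to 5.87) without Dox and 4.70 (4.34 to 5.08) at 72 h, and the AP-1 ratio was 3.68 (2.44 to 6.50) without Dox and 4.83 (3.24 to 8.14), 4.59 (3.85 to 5.58) and 4.47 (4.06 to 5.02) on Dox, so that the contrast of no Dox with 72 h for TEAD and with every Dox time for AP-1 was lost. At distal summits the TEAD contrast of no Dox with 24 and 48 h was lost. The AP-1 contrast of no Dox with 48 and 72 h was lost there too.

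**Figure D5:**
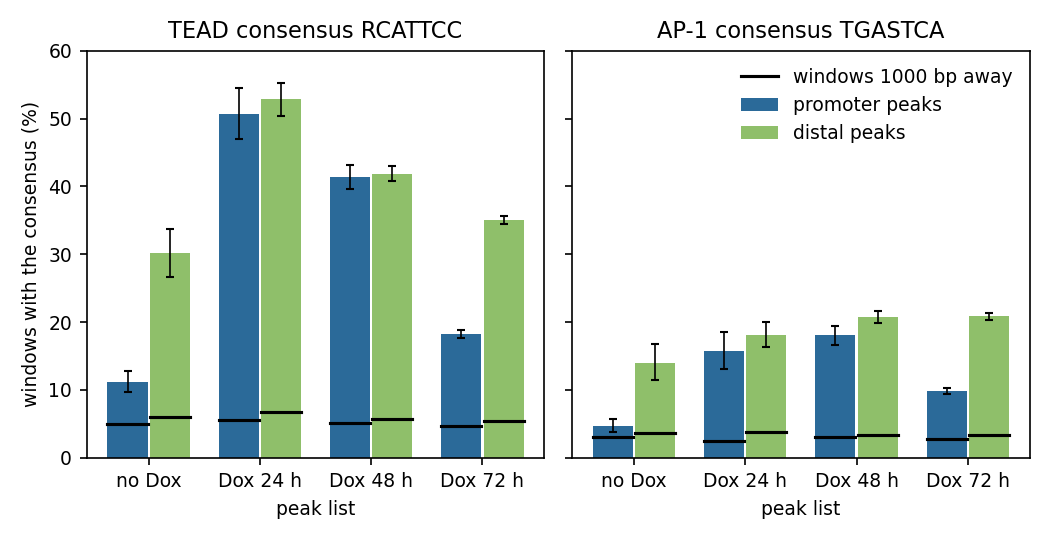
Share (%) of summits with a TEAD or AP-1 consensus within 100 bp, at promoter and distal peaks of each list, with bars for shares, error bars for exact 95% intervals and black lines for the share in windows 1000 bp away. The TEAD consensus marked 11.2% of promoter peaks without Dox and 50.7% at 24 h.

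The share of distal summits with a TEAD consensus was higher in the strongest than in the weakest of 5 groups by fold enrichment in every list, with 52.2% against 23.9% without Dox and 50.8% against 19.8% at 72 h. The share with AP-1 was also higher in the strongest group without Dox, 22.4% against 8.96%, and lower there at 48 h, with 15.3% (13.6 to 17.1) against 23.01% (21.02 to 25.1), and at 72 h, with 16.6% (15.5 to 17.8) against 20.9% (19.7 to 22.2), while at 24 h the intervals overlapped, with 15.7% (11.97 to 20.0) against 18.3% (14.4 to 22.9). Both motifs occurred in the same distal window in 5.25%, 8%, 6.86% and 5.26% of peaks without Dox and at 24, 48 and 72 h, which was 1.25 (0.967 to 1.56), 0.835 (0.742 to 0.936), 0.789 (0.743 to 0.836) and 0.719 (0.687 to 0.752) times the share expected if they fell independently. ROBO2 and ZNF462 were the 2 strongest gained sites at 24 h with both motifs. Peaks at 72 h alone held the TEAD consensus in 22.4%, those also at 48 h in 40.2%, those also at 24 and 48 h in 51.0%, and those in every list in 63.7%. The share did not rise with every earlier call. It was 8.07% in peaks also called without Dox only, and 5.56% in those also without Dox and at 24 h. In those also at 24 h only it was 41.4%, and in those also without Dox and at 48 h it was 34.4%.

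Of the other factors named by the study, RUNX, which shares targets with TEAD in mammary cells, was found at distal summits at 1.80, 3.37, 3.16 and 2.53 times its share 1000 bp away without Dox and at 24, 48 and 72 h, and at promoters at 0.538, 2.39, 2.81 and 1.31 times. The STAT consensus had ratios of 2.80, 12, 4.67 and 3.64 at distal summits, where it was found in at most 2.85% of peaks. YY1, a factor of promoters of housekeeping genes, was found in 2.84%, 1.69%, 0.589% and 2.5% of promoter peaks. The ETS consensus CCGGAAGT marked 11.7% of promoter peaks without Dox, 1.27% at 24 h, 0.786% at 48 h and 4.25% at 72 h, and without Dox this was 58.0 (31.8 to 193) times the share 1000 bp away. In the strongest of 5 groups of promoter peaks without Dox it reached 28.9%, where the TEAD consensus was found in 6.07%. SP/KLF sites, common in GC-rich promoters, were found in 31.4%, 7.91%, 6.29% and 25.1% of promoter peaks. At promoters the CREB consensus had ratios of 3.09, 6, 3.33 and 13.1, NFY 1.47, 1.17, 1.2 and 1.81, the E-box 1.86, 1.18, 1.25 and 2.16, and the GRE 1.5, 5, 4.82 and 2.07. At distal summits CTCF had ratios of 3.33, 6, 1.54 and 4.06, the p53/p63 half-site 1.64, 1.88, 1.64 and 1.41, GATA 0.610, 0.803, 0.935 and 0.821, and SNAI/ZEB 1.10, 0.816, 0.825 and 0.970. Windows 1000 bp away were not matched on base composition, and several of these ratios rest on few windows with a motif.

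Genes of cell identity were asked for as groups. Among EMT and mesenchymal genes, TGFB1 had peaks with a fold enrichment of 8.07 at 48 h and 26.9 at 72 h, the smooth muscle gene TAGLN 6.02 and 23.9, and S100A4, with the TSS of S100A3 nearer, 4.18 and 12.9, while the collagen-crosslinking enzyme LOX had 12.9 at 72 h only. Of the 22 genes 1, 0, 8 and 18 had a peak, reached by 89.2%, 100%, 0.08% and 3.22% of random lists. The epithelial junction genes included the splicing regulator ESRP2 with 10.7, 18.6, 23.5 and 47.2, cingulin (CGN) with 10.7, 10.4 and 43.9 from 24 h on, E-cadherin (CDH1) with 6.21, 20.9 and 43.2 from 24 h on, and desmoplakin (DSP) with 13.2 at 72 h. As a group 2, 3, 3 and 12 of 20 had a peak, reached by 59.3%, 1.62%, 28.4% and 60.7% of random lists, and the promoters of OCLN, TJP1 and MARVELD2 in this list match alternate sequences of the reference over 90.2% of their words. Basal keratin KRT5 had 4.18, 5.47, 10.0 and 34.6, KRT6A 9.64 and 31.1 at 48 and 72 h, KRT17 15.2 at 72 h, and the caveolin gene CAV1 3.95 without Dox, 3.76 at 48 h and 14.0 at 72 h, where the peak overlaps that without Dox and not that at 48 h. The basal list had 4, 1, 8 and 13 of 15 genes, reached by 4.77%, 34.5%, 0% and 2.15% of random lists. Within 100 kb its counts were 8, 7, 12 and 14, reached by 0%, 0.01%, 0% and 1.41% of random lists. The luminal keratins KRT19, KRT18 and KRT8 had 6.04, 7.80 and 5.38 at 48 h and 34.4, 28.0 and 17.9 at 72 h, where the KRT19 peak lay 169 bp from the TSS of KRT15 and 2681 bp from that of KRT19, and the mucin gene MUC1 4.56, 3.37, 4.62 and 19.4. Luminal genes with a peak numbered 1, 1, 5 and 9 of 15, reached by 78.3%, 32.4%, 0.71% and 53.7% of random lists. Within 100 kb they numbered 2, 2, 10 and 14, reached by 46.0%, 32.6%, 0.05% and 0.73% of random lists.

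Categories that the study drew from its RNA-seq were asked for in the same way. The study placed cell cycle genes among those raised early and amino acid synthesis genes among those raised late. It reported complement, NF-kB and TNF signaling as suppressed. Peaks give no direction of expression, and they were not compared with the RNA-seq here. The cell cycle list was covered late, with 3, 1, 3 and 32 of 35 genes, reached by 67.4%, 54.9%, 50.01% and 0% of random lists. At 72 h 58.5% of all protein-coding genes, 81.7% of ribosomal protein genes and 2.88% of olfactory receptor genes had a peak within 3 kb. Random lists were not matched on expression, so low shares at 72 h do not set these categories apart from active genes in general. Cyclin D1 (CCND1) had 6.51 at 24 h, 11 at 48 h and 23.3 at 72 h, CDK2, with the TSS of PMEL nearer, 6.14 at 48 h and 17.9 at 72 h, and the checkpoint kinase gene BUB1B and the replication gene CDC45 had 15.5 and 14.8 at 72 h only. Amino acid synthesis had 4, 0, 3 and 21 of 22 genes, reached by 16.4%, 100%, 29.5% and 0.03% of random lists, with the branched-chain aminotransferases BCAT2 at 7.43 without Dox and, at another site, 26.5 at 72 h and BCAT1 at 8.59 at 48 h and 26 at 72 h, GPT2 at 24.1 at 72 h, and the stress regulator ATF4 at 5.64 without Dox and 9.95 at 72 h. NF-kB and TNF genes numbered 1, 1, 4 and 26 of 31, reached by 93.6%, 43.9%, 13.8% and 0% of random lists. Within 100 kb they numbered 4, 5, 14 and 28, reached by 26.2%, 1.56%, 0.02% and 0% of random lists. There, IRF1 had 6.09 without Dox and, at another site, 6.36, 8.07 and 22.5 on Dox, and TRAF2, NFKBIA and NFKBIB, an adaptor and 2 inhibitors of NF-kB, had 16.3, 15.9 and 14.8 at 72 h, the last nearer to the TSS of SIRT2. Complement genes numbered 0, 1, 5 and 10 of 18, reached by 100%, 39.2%, 2.53% and 84.4% of random lists. Clusterin (CLU) had 6.21 and 18.7, C3 4.58 and 16, and CD55 3.28 and 15.9 at 48 and 72 h. The promoters of C2, C4A, C4B, CFB, CFD and TNF lie wholly in sequence that the reference also holds as alternate sequences, and none of them had a peak at 72 h.

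EGFR ligands and markers of other tissues closed the series of groups. Amphiregulin (AREG), a known YAP/TAZ target, had a promoter peak only at 72 h, 8.26, and within 100 kb peaks with 6.82, 14.3 and 26.6 from 24 h on. TGFA had 8.12, EPGN 7.07 and HBEGF 6.51 at 72 h. Of the 7 ligands 0, 0, 0 and 6 had a peak within 3 kb, reached by 100%, 100%, 100% and 17.5% of random lists. Markers of liver, neuron, blood and muscle had 0, 1, 2 and 4 of 26 within 3 kb. At 72 h this was fewer than in any of 10000 random lists, with a median of 15. Within 100 kb the counts were 1, 3, 6 and 13, and at 72 h 20.1% of random lists had no more than these markers. Cardiac troponin (TNNT2) was the strongest of them with 9.61, 20.7 and 48.8 from 24 h on, followed at 72 h by the glial gene GFAP with 10.4, the synaptic gene SNAP25 with 5.96 and the liver enzyme gene CYP2E1 with 5.05.

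Whole stretches without peaks were also measured, singled out after the values were seen. On chromosome 6 the 5.04 Mb from 28489949 to 33532120, with 183 protein-coding genes, held no peak in any list, while of 138 promoters in the 3 Mb to each side 58.7% had a peak at 72 h. hg38 holds alternate sequences for this region, and 35 peaks at 72 h were placed on alternate sequences of the genome.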

Values the study reported

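The study reported about 5000 peaks that were gained at all times from 24 h through 72 h. Peaks found at a single time numbered 461 at 24 h, 5186 at 48 h and 31,000 at 72 h in the study. It placed more than 70% of the peaks without Dox in promoters, less than 25% of those at 24 h and about 40% of those at 72 h. The classes that the study calls other intron and distal intergenic together held approximately 75% of peaks at 24 h and about 52% at 72 h.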

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

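In this part the tests of immunoprecipitation yield, of reads on alternate sequences, of silent promoters and all 3 tests at the copies of ST13 were chosen or reworded after the result was seen, and the others were chosen before. For silent promoters the gene families and the bound that excludes were written before the value was seen, and the other bound was reworded after it.

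Peaks on sequences other than the main chromosomes stood out because they were left out of the annotation, the motif search and the gene lists. They numbered 11 without Dox, 22 at 24 h, 27 at 48 h and 58 at 72 h, which was 0.452%, 0.891%, 0.229% and 0.150% of each list. At 72 h 35 of them lay on alternate sequences, 14 on sequences without a place on their chromosome, 8 on sequences without a chromosome and 1 elsewhere, and at 24 h the 4 numbers were 4, 6, 10 and 2. What distinguishes these peaks was not tested.

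Some promoter peaks without Dox are absent at 48 h and return at 72 h, such as those of DPY19L4 and EXOSC3. For these peaks 3 technical explanations were tested. Sequencing depth is excluded, since 100% of all 1728 promoter peaks without Dox were predicted to pass at the depth of the list at 48 h and 20.6% were called, and at 24 h the numbers were 98.5% and 13.3%. Higher control background at promoters could hide them and stays open, because it would have to rise 33.8-fold to hide the strongest of the 10 groups, a rise not computed for weaker peaks, whereas its median rise was 1.07-fold at 357 shared promoter peaks, with single peaks from 0.421 to 3.02, but it is seen only where a peak was called in both lists. A lower yield of the immunoprecipitation for every site may also have acted and stays open, since among peaks with a fold enrichment of at least 10 those with a TEAD consensus were called at 48 h in 80.6% and the others in 10.5%, a difference of 70.1 percentage points, while pileup over coverage at shared peaks rose 1.88-fold with TEAD and 1.37-fold without. A bias of single libraries by base composition was not tested. Median GC content at promoter peaks was 66.2% without Dox, 50.2% at 24 h and 46.8% at 48 h. At distal peaks it was also lower at these times, with 51.7%, 42.8% and 42.3%. A loss of TAZ from the promoters not called at 48 h is a hypothesis that further libraries at 48 h would test.

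Promoters without a peak in regions with alternate sequences, such as the stretch of chromosome 6 with TNF, C2 and C4A, are consistent with reads that match a chromosome and an alternate sequence equally well and are then not counted. Outside that stretch 0.243% of 412 promoters whose words all occur on an alternate sequence had a peak at 72 h, against 54.2% of promoters with none. Of 13 genes from housekeeping families with such promoters 0 had a peak (upper limit 24.7%) against 86.3% of 313 others. This test did not leave out the stretch of chromosome 6, which was singled out because it held no peak. Any member inside it lacked a peak by that choice, so silent promoters stay open. Absence of a peak at promoters in such regions therefore says nothing about TAZ there.

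The peaks at pseudogenes of ST13 could come from shared reads, from copied messenger RNA or from the TEAD sites of the exon. Reads shared between near-identical copies are excluded as the only source, since a median of 14.1% of the 50 bp words was shared, with single copies from 0% to 82.4%, and 4 of 11 copies shared none. DNA copied from ST13 messenger RNA is excluded too, as 1 of the 11 other exons of ST13 had a peak at 48 h. The TEAD consensus stays open, because 81.8% (48.2 to 97.7) of copies with at least 2 had a peak at 48 h against 33.3% (4.33 to 77.7) of the others, and these intervals overlap. A hypothesis is that the clustered sites may recruit TEAD wherever the exon was inserted, which a reporter assay with mutated sites would test.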

How the results depend on the processing

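Of 138 values under alternatives 78 moved. With the strongest peaks in equal number some orders of the lists were lost, since the Dox times then had overlapping intervals for the AP-1 ratio at distal peaks, 4.78 (3.97 to 5.94) at 24 h and 3.79 (3.06 to 4.70) at 72 h, and for the TEAD ratio at promoters, 8.98 (7.24 to 11.6) and 10.1 (8.19 to 12.9), and signature genes no longer rose from 48 to 72 h. With these peaks the order of 24 h above 72 h was also lost for the TEAD ratio at distal peaks. Its values were 8.17 (7.10 to 9.32) at 24 h and 9.28 (8.03 to 10.7) at 72 h. The same held for the AP-1 ratio at promoters, with 6.17 (4.32 to 9.07) and 4.93 (3.51 to 7.31). Where no reason is given below, the cause was not tested. No paired analysis was possible because each condition had 1 TAZ library.

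The promoter share changed most with the definition of a promoter. With the TSS of protein-coding genes only it was 64.2% without Dox, 19.1% at 24 h, 16.9% at 48 h and 35.5% at 72 h, and within 1 kb of a TSS it was 64%, 16%, 13.3% and 32.8%, because fewer positions then count as promoters. With the nearest edge of the peak it was 27.8% at 48 h and 45.6% at 72 h. Peaks with a −log10 q of at least 5 gave 74.9% without Dox. The strongest peaks in equal number gave 24.1% at 48 h and 33.6% at 72 h. After thinning to the lowest coverage with 1 p threshold for all lists, an alternative chosen after seeing the data, it was 25.02% at 48 h.

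Shares of peaks in common with the list without Dox changed with the rule of overlap. With an overlap of at least 50% of both intervals, 14.8% of peaks at 24 h, 4.68% at 48 h and 2.25% at 72 h had a partner without Dox, and 15.01%, 22.7% and 35.8% of the peaks without Dox had one at these times. With summits within 200 bp of each other the shares were 18.0%, 5.52% and 4.28% in the former direction and 18.3%, 26.7% and 68.1% in the latter. With a −log10 q of at least 5 in both lists they were 17.9%, 5.30% and 4.41%, and 24.0%, 35.0% and 95.0%. After thinning with 1 p threshold for all lists, 29.8% of peaks without Dox were found at 48 h, and 5.86% of peaks at 72 h were found without Dox.

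The TEAD ratio moved in 23 values and stayed in 9. In windows of 50 bp to each side it was 3.14 without Dox, 18.2 at 24 h, 13.4 at 48 h and 5.64 at 72 h at promoters, and 6.90, 11.6, 11.4 and 9.90 at distal peaks. With the shorter consensus CATTCC it was 1.53, 4.86, 4.67 and 2.39 at promoters and 3.06, 4.56, 4.46 and 4.01 at distal peaks, and the shorter word occurs more often in any sequence. Against shuffled windows it was 4.20 without Dox and 4.70 at 72 h at promoters, and 6.81 at 48 h at distal peaks, while the other 5 values stayed, among them 10.9 at 24 h and 8.01 at 48 h at promoters. The difference between promoters without Dox and at 72 h was then lost. At distal peaks the ratio was 5.58 (4.06 to 8.08) without Dox, 8.57 (7.21 to 10.5) at 24 h and 6.81 (6.28 to 7.48) at 48 h. These intervals overlap, so that the difference of no Dox from 24 and 48 h was lost too. Among the strongest peaks in equal number it was 11.4 at 48 h and 10.1 at 72 h at promoters, and 9.29 and 9.28 at distal peaks.

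The AP-1 ratio in windows of 50 bp to each side was 2.36 without Dox, 12.2 at 24 h, 7.04 at 48 h and 4.41 at 72 h at promoters, and 7.65 at 48 h and 7.64 at 72 h at distal peaks. Against shuffled windows it was 3.68 (2.44 to 6.50) without Dox, 4.59 (3.85 to 5.58) at 48 h and 4.47 (4.06 to 5.02) at 72 h at promoters, so that the lists no longer differed there, and 5.46 (4.89 to 6.13) at 48 h and 5.02 (4.69 to 5.38) at 72 h at distal peaks. At distal peaks without Dox it was 3.44 (2.35 to 5.55), so that the difference from 48 and 72 h was lost there too. Among the strongest peaks in equal number it was lower at distal peaks, with 4.17 at 48 h and 3.79 at 72 h, and at promoters it was lower at 48 h, with 3.75, and higher at 72 h, with 4.93.

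Signature genes with a peak went from 9 within 3 kb to 15 within 100 kb without Dox, from 9 to 19 at 24 h and from 14 to 22 at 48 h. At 72 h the count went from 21 with all peaks to 10 with the strongest peaks in equal number, since fewer peaks were then counted.

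The ratio at shared peaks was 1.43 at 24 h and 2.12 at 72 h when taken from the solved pileup over background coverage in place of the deposited fold enrichment.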

Other observations

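Gene families that were looked at after the data had been seen differed widely in their share of promoters with a peak. Cytosolic ribosomal protein genes had a peak within 3 kb for 14 of 82 genes without Dox, 3 at 24 h, 10 at 48 h and 67 at 72 h, reached by 0.56%, 16.7%, 1.84% and 0% of random lists. Of 416 olfactory receptor genes 0, 0, 4 and 12 had one, where the random lists had medians of 27, 5, 19 and 164. Of 515 zinc finger genes 60, 12, 25 and 328 had one, with random medians of 52, 13, 44 and 317. Among all 20007 protein-coding genes the shares were 9.42%, 2.55%, 9.09% and 58.5%.

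The genes with the most peaks at 72 h were chosen after their values were seen. After EXT1 came PRKAG2, a subunit of the energy sensor AMPK, with 28 peaks, the neuron navigator gene NAV2 with 26, and ARHGAP26 with 25. ASAP1 and the protein kinase C gene PRKCH had 24, the focal adhesion gene TNS3 and the adaptor gene BCAR3 had 23 like SMAD3, and the actin-associated genes NEBL and PALLD and the ubiquitin ligase gene NEDD4L had 22 like RUNX1. MRTFA, a co-activator of SRF, had 21. All are long genes, from 131 kb for SMAD3 to 1217 kb for RUNX1.

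The sequence CGGAACC, or GGTTCCG on the other strand, was found after the values were seen in the strongest promoter peaks without Dox. It was picked on the odd-numbered chromosomes, where it occurred in 37.5% of 104 strong peaks and in 7.51% of 866 others. On the remaining chromosomes it occurred in 31.9% (21.2 to 44.2) of 69 strong peaks and 8.85% (6.84 to 11.2) of 689 others, and in 5.22% of shuffled windows. That share was 6.11 (4.17 to 8.33) times that in shuffled windows and 3.6 (2.32 to 5.48) times that in the other peaks. The TEAD consensus occurred in 1.16% of the 173 strong peaks and the ETS consensus in 27.2%.

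Regions gained at all 3 Dox times and not called without Dox numbered 1786. That is lower than the value quoted from the study above. Regions called at 24 h alone numbered 41. That is lower than the value quoted from the study above. Regions called at 48 h alone numbered 509. That is lower than the value quoted from the study above. Regions called at 72 h alone numbered 26252, which is much nearer to the quoted one. All 4 are counts of merged regions, the list at 24 h held 2469 peaks in all, and how peaks were merged in the quoted counts is not known here.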
